A study of Drosophila melanogaster with 24 samples.

How the data were processed

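RNA sequencing of poly(A)-selected libraries was analysed for male Drosophila melanogaster aged 10 days, in 3 tissues (head, thorax and eviscerated abdomen) and 2 genotypes, with 4 biological replicates in each of the 6 groups and 24 samples in all. Per the labels' protocols, the Sirt6 null line carries a CRISPR deletion of part of exon 1 that includes the start codon, and the control line is w1118 after 8 generations of backcrossing with the null line. All samples carry the same batch label, so no batch effect could be tested within the series.

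The authors deposited a table of raw counts, whole numbers of reads per gene for 17561 genes. Per the file headers, the columns are those that featureCounts writes, and the chromosomes are RefSeq accessions of Drosophila melanogaster Release 6. The aligner, its version, any read trimming and whether counting used the strand are not stated in the labels or headers. The authors also deposited a table of normalized values, a signal made by dividing each sample's counts by 1 factor. These factors were compared with median-of-ratios factors computed from the raw counts: the largest difference from factors computed within each tissue was 0.0%, while factors computed over all 24 samples differed by up to 18.5%. The normalized values were therefore compared within a tissue only, and only in 1 alternative. The summed exon length of each gene, also per the file headers, was used to check for length bias. Coordinates are those of the deposited count table. Of its 17561 gene symbols, 17559 have the same start and end in the RefSeq Release 6 gene table. Symbols of overlapping or near-identical genes were counted as deposited, and reads shared between such genes could not be reassigned.

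Totals ranged from 12298870 to 18914836 counts per sample. A gene with 3 counts in a sample was taken as the floor of detection, and this floor covers counting error only, since reads without molecular identifiers are not independent molecules. Each pair of replicates within a group was compared by a chi-square statistic summed over the genes above a minimum count in the pair. The smallest ratio of the statistic to its degrees of freedom was 3.51, for control head replicates 3 and 4. No 2 libraries of a group therefore agreed within sampling noise.

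Samples were grouped by the tissue and genotype in their labels. In each tissue the 4 control and 4 null samples were compared by edgeR's quasi-likelihood F-test (edgeR 4.0.16, R 4.3.3) on raw counts, with filterByExpr on genotype (minimum count 10, minimum total 15), TMM normalization, robust dispersion estimates and no covariate. P-values were adjusted by Benjamini-Hochberg over the genes tested in a tissue, and genes with an adjusted p under 0.05 were called changed. The standard error given with a log2 fold change is the one implied by the F statistic, the absolute log2 fold change divided by the square root of F. Means are CPM, the counts of a gene scaled by TMM factors to a library of 1000000 counts. Differences between tissues were tested as interaction contrasts in 1 edgeR model of all 24 samples with 6 group means. The gene sets, the marker lists and the rule for naming genes were fixed before the data were examined. The sets were cytosolic ribosomal proteins, ribosome biogenesis factors, glycolytic enzymes, antimicrobial peptides and heat shock proteins. Each was tested with limma's camera (limma 3.58.1, inter-gene correlation 0.01) on log2 CPM with a prior count of 2, adjusted over the 15 set-by-tissue tests. Changed genes within 1 Mb of Sirt6 were compared with windows centred on 10000 randomly drawn tested genes.

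The naming rule covers the sirtuins; in each tissue the 3 genes with the largest rise and the 3 with the largest fall among changed genes with a mean log2 CPM of at least 2 and no overlap between the 4 control and 4 null samples; up to 6 genes changed in all 3 tissues with the smallest maximum adjusted p; up to 2 genes per interaction; and changed members of the gene sets. Any other gene named was chosen after its values were seen.

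The tissue fit was tested on simulated counts drawn from the real means, library sizes and dispersions, with 200 genes changed by 1 or 2 on the log2 scale in either direction. A further 50 genes were raised by 0.5 as a set. Of the genes changed by 1 or 2 that passed the filter, 96.5% of 197 were recovered in head. The shares were 88.3% of 196 in thorax and 43.4% of 196 in abdomen. In abdomen 68.0% of changes of 2 and 19.2% of changes of 1 were recovered. Recovery of smaller changes was not counted. Between 4.49% and 5.85% of all calls, those on the raised set included, fell on unchanged genes.

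The alternatives were DESeq2 (version 1.42.0), RLE size factors, library size without a composition factor, no low-count filter, a mean of at least 50 counts, the replicate number as a block, all 24 samples in 1 model, a test against a log2 fold change of 0.3, limma-trend on log2 of the deposited normalized value plus 1, the fry set test, windows of 0.5 and 2 Mb around Sirt6, Sirt6 left out of its window, and leaving out each sample in turn. The replicate numbers come from the sample titles, which number the biological replicates 1 to 4 in every group. The titles do not say whether samples of one number share a rearing vial, a cross or a preparation. For differences between tissues, a block of genotype by replicate number and a fit of only the 16 samples of the tissues compared were also run. An alternative with marker scores of testis and accessory gland as covariates was added after the data were seen. GC content was not tested because a genome sequence was not used here.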

Results

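Transcript levels were measured in head, thorax and eviscerated abdomen (the carcass after the viscera are removed) of male flies aged 10 days. Flies homozygous for a deletion in Sirt6, which encodes a member of the sirtuin family of NAD-dependent deacylases, were compared with a backcrossed w1118 control, with 4 biological replicates per genotype and tissue. Total counts per library ranged from 16434288 to 17934059 in control heads and from 15408042 to 16913174 in heads labelled null. They ranged from 12298870 to 18914836 in control thoraces, from 15897573 to 17437072 in thoraces labelled null, from 13300390 to 18325491 in control abdomens and from 16893590 to 18293589 in abdomens labelled null. The shallowest library was thorax control replicate 4 and the deepest was thorax control replicate 2. Libraries labelled null are called so by their labels throughout, because Sirt6 counts were higher and not lower in the heads so labelled.

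The targeted gene was examined first in every sample. Sirt6 lies on the minus strand of chromosome 3R from 10255349 to 10261849 (Release 6) and has 2 exons. Exon 1 spans 10260814 to 10261849, holds the start codon at 10261738 to 10261740, and makes up 93% of the exon bases. In head, the 4 control libraries had 53, 48, 68 and 57 Sirt6 counts, whereas the 4 libraries labelled null had 629, 548, 608 and 632. The head mean was 3.31 ± 0.532 CPM in control and 38.1 ± 2.42 CPM in libraries labelled null (SD, n = 4), a log2 fold change of 3.52 (SE 0.0934, edgeR adjusted p 1.7e-13). In thorax, control libraries had 27, 25, 27 and 19 counts and libraries labelled null had 4, 11, 10 and 9, a log2 fold change of -1.52 (SE 0.32, edgeR adjusted p 0.0136). In abdomen, control libraries had 37, 23, 25 and 19 counts and libraries labelled null had 3, 4, 1 and 0. The abdomen log2 fold change of -3.60 (SE 0.657) had an edgeR adjusted p of 0.0923 and did not pass the threshold. The change of Sirt6 differed between head and thorax by 5.07 on the log2 scale (SE 0.450, interaction adjusted p 4.76e-06) and between head and abdomen by 7.11 (SE 0.506, adjusted p 8.91e-08). For Sirt6 in abdomen DESeq2 and 1 model of all 24 samples passed the threshold (log2 fold changes -3.67 and -3.63, adjusted p 3.01e-05 and 1.23e-05), while the replicate number as a block, where the check of the pairing gave -0.357, left it further from the threshold (-3.72, adjusted p 0.568). For Sirt6 in thorax the adjusted p was 0.0579 without the low-count filter. No other gene had exons overlapping those of Sirt6.

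**Figure D1:**
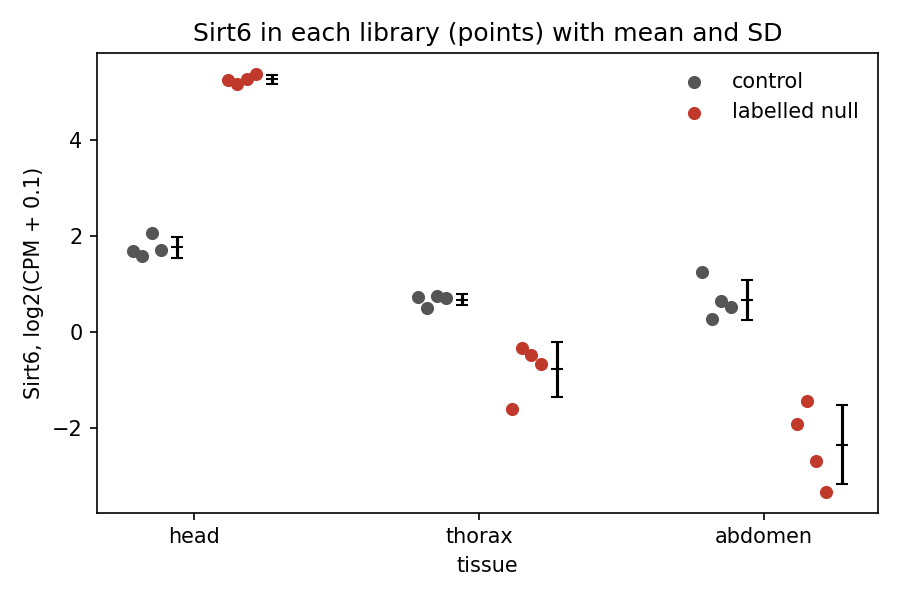
Sirt6 in each library as log2 of CPM plus 0.1 (vertical axis) for head, thorax and abdomen (horizontal axis), with control libraries in grey, libraries labelled null in red, and the mean and SD of 4 libraries as bars beside them. The libraries labelled null lie above the controls in head, where they had 548 to 632 counts against 48 to 68, and below them in thorax and abdomen.

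The other sirtuin genes were tested in the same fits. Sirt1, Sirt2, Sirt4 and Sirt7 did not pass the threshold in any tissue. The smallest adjusted p among them was 0.225, for Sirt7 in head (log2 fold change -0.16, SE 0.0812). Sirt1 overlaps the span of another gene, as does Sirt4, and reads in such overlaps could not be assigned with certainty.

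The number of genes that changed between genotypes was then counted in each tissue. In head, 1220 of 9889 tested genes were changed, 673 of them higher and 547 lower in libraries labelled null, a direction that rests on the labels although Sirt6 was higher in the heads labelled null. In thorax, 1097 of 9951 tested genes were changed, with 670 higher and 427 lower. In abdomen, 47 of 11740 tested genes were changed, with 38 higher and 9 lower, and 1245 had an unadjusted p under 0.05. Most changes in head and thorax were small. The median absolute log2 fold change of changed genes was 0.28 in head, 0.42 in thorax and 1.87 in abdomen, and changes of at least 1 on the log2 scale were found for 73 higher and 42 lower genes in head, 90 and 39 in thorax, and 35 and 7 in abdomen. The common coefficient of biological variation was 6.58% in head, 17.3% in thorax and 36.9% in abdomen. The control and null samples did not overlap for 16.5% of tested genes in head, 18.9% in thorax and 6.20% in abdomen, where chance gives 2.86%. The setting that moved the counts of genes changed in head and genes changed in abdomen most was 1 model of all 24 samples, which shares one estimate of the spread and gave 104 and 1217. The number of genes changed in thorax moved most with the test against a log2 fold change of 0.3, which gave 217. In abdomen the deviations of same-numbered control and null samples from their group means had a mean correlation across genes of -0.357, and with the replicate number as a block 6 genes were changed, namely CG7900, Drs, Dso1, BomBc3 and GNBP-like3, which were higher, and lncRNA:CR34335, which was lower. GNBP-like3 was named after its values were seen.

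**Figure D2:**
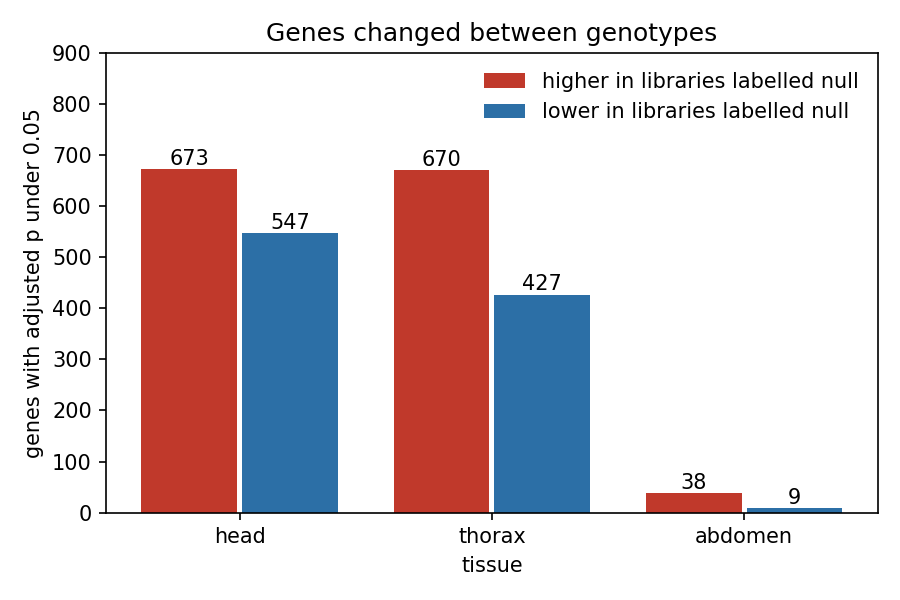
Number of genes with an edgeR adjusted p under 0.05 (vertical axis, from 0) in each tissue (horizontal axis), with genes higher in libraries labelled null in red and genes lower in blue. There were 673 and 547 in head, 670 and 427 in thorax, and 38 and 9 in abdomen.

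Changes were ranked only among changed genes with a mean log2 CPM of at least 2 and no overlap between the control and null samples, so some genes of lower expression changed more. Among the ranked genes the largest rise in head and in thorax was that of Ugt35B1, on chromosome 3R from 11168503 to 11170246. It rose from 4.56 ± 1.68 to 187 ± 15.7 CPM in head (SD, n = 4; log2 fold change 5.36, SE 0.224, edgeR adjusted p 2.39e-05) and from 3.61 ± 0.446 to 125 ± 16.2 CPM in thorax (log2 fold change 5.12, SE 0.122, adjusted p 6.84e-09). In head it was followed by DptB (log2 fold change 4.20, SE 0.971, adjusted p 0.0417) and CG7900. In thorax it was followed by CG7900 and AttB (log2 fold change 4.25, SE 0.609, adjusted p 0.00804). In abdomen the largest rises among ranked genes were those of SPH93 (log2 fold change 5.11, SE 0.421, adjusted p 0.00162), CG7900 and Ugt35B1.

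Among the genes ranked by the same limits of expression and overlap, the largest falls in head were those of lncRNA:CR34335, CG6891 (log2 fold change -2.42, SE 0.124, adjusted p 6.02e-10) and CG17026 (log2 fold change -2.30, SE 0.138, adjusted p 5.14e-09). In thorax they were those of LysD, on chromosome 3L from 1210717 to 1211196, which went from 652 ± 182 to 4.96 ± 1.5 CPM (SD, n = 4; log2 fold change -7.04, SE 0.316, adjusted p 4e-05), of its near neighbour LysB (log2 fold change -6.79, SE 0.319, adjusted p 2.32e-05) and of betaTry (log2 fold change -6.63, SE 0.394, adjusted p 0.000223). The Lys genes and betaTry belong to families of similar genes, so their counts could have been split between copies, and this holds for Ugt35B1 and AttB too. In abdomen the largest falls among ranked genes were those of CG42246 (log2 fold change -2.47, SE 0.250, adjusted p 0.00436), lncRNA:CR34335 and CG11438 (log2 fold change -1.27, SE 0.135, adjusted p 0.00600). The spans of DptB, SPH93, lncRNA:CR34335, CG6891, CG17026, LysB and LysD each overlap that of 1 other gene, which leaves their counts uncertain because strand use was not stated.

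Whether the same genes changed in every tissue was asked among the 9144 genes tested in all 3. Head and thorax shared 455 genes changed in the same direction, where 64.7 would be shared if the lists were independent. The 4 genes changed in opposite directions were Sirt6, Listericin, mwh and dsx, named here after their values were seen. Across genes, which are not independent replicates, the log2 fold changes of head and thorax had a Pearson correlation of 0.54 and a Spearman correlation of 0.50. Of the 47 genes changed in abdomen, 44 were tested in head and 42 of those moved in the same direction there, and 43 were tested in thorax with 42 in the same direction. In all 3 tissues 20 genes were changed in one direction, 15 higher and 5 lower, where 0.189 would be expected. With the replicate number as a block, given here for its effect on abdomen, where the check of the pairing gave -0.357, there were 2, CG7900 and lncRNA:CR34335. DNA that still differs between the lines would be common to all tissues, so sharing alone does not point to the loss of Sirt6. Among the 20 genes, sturkopf, cue and Iml1 lie on chromosome 3L between 1311719 and 1534034, near CkIIalpha-i3 and CG13895. Ugt35B1 and Ugt35C1 lie within 1 Mb of Sirt6. Others lie on chromosomes X, 2L and 2R. Of these, sturkopf, cue, Iml1 and Ugt35C1 were named after their values were seen.

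The 6 shared genes with the smallest maximum adjusted p were CG7900, CG14715, CkIIalpha-i3, lncRNA:CR34335, Or82a and CG13895. CG7900, on chromosome 3R from 8094124 to 8105083, rose with log2 fold changes of 3.67 in head, 4.34 in thorax and 4.75 in abdomen (SE 0.137, 0.120 and 0.269; adjusted p 1.64e-11, 9.03e-09 and 0.000229). The non-coding lncRNA:CR34335, on chromosome X from 3545750 to 3546110, fell with log2 fold changes of -2.93, -2.83 and -2.27 (adjusted p 0.00167, 0.000296 and 0.000229). CG14715, whose span overlaps that of 1 other gene, rose with log2 fold changes of 2.18, 2.07 and 3.23, and Or82a fell with log2 fold changes of -0.95, -2.83 and -4.22. CkIIalpha-i3 and CG13895, which lie side by side on chromosome 3L between 705948 and 710607, rose with log2 fold changes from 0.91 to 1.34 and from 0.94 to 1.45.

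**Figure D3:**
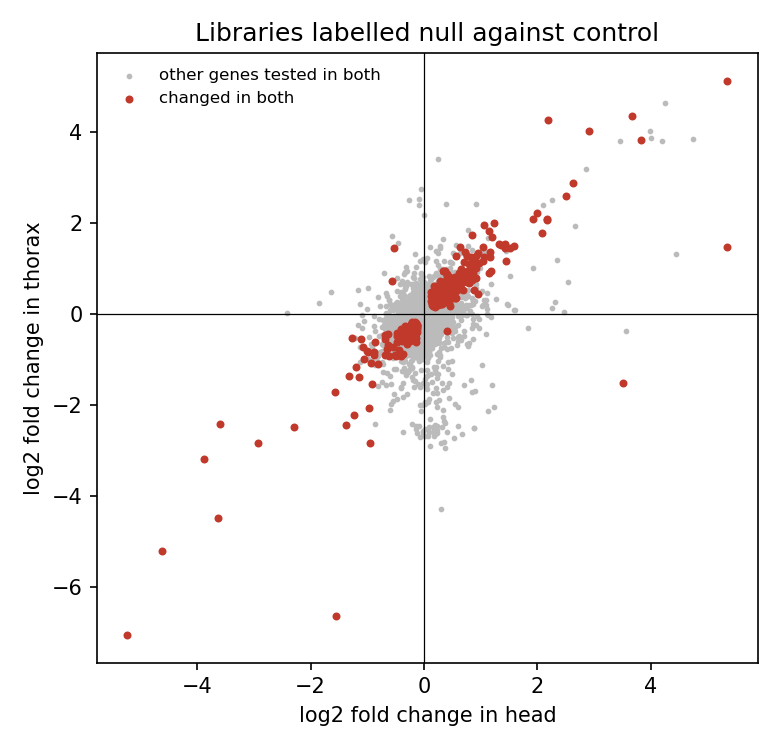
Log2 fold change of each gene tested in both tissues in head (horizontal axis) and thorax (vertical axis), libraries labelled null against control, with genes changed in both tissues in red and other genes in grey. The red points lie mostly where both changes have the same sign, and Sirt6 is the red point at 3.52 in head and -1.52 in thorax.

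Whether a change differed between tissues was tested directly over 12541 genes. Between head and thorax 3 genes differed, namely Sirt6, Ipk1 and firl, of which firl was named after its values were seen, and 513 had an unadjusted p under 0.05. Ipk1 was lower in heads labelled null (log2 fold change -0.88, SE 0.0466) and not changed in thorax (-0.05, SE 0.113), with an interaction adjusted p of 0.0257. Between head and abdomen 63 genes differed, among them lncRNA:CR46216 (difference 7.07, SE 0.743, adjusted p 4.25e-05). Between thorax and abdomen 145 genes differed, among them CG11438 (difference 1.66, SE 0.156, adjusted p 1.38e-05) and TwdlG (difference -3.31, SE 0.373, adjusted p 0.000129). The numbers of differing genes depended on the samples in the fit. The model of all 24 samples shares one estimate of the spread per gene. The tissues differed in spread, with common coefficients of variation of 6.58% in head, 17.3% in thorax and 36.9% in abdomen. Standard errors of these differences can therefore be too small where abdomen is compared and too large between head and thorax. When only the 16 samples of the tissues compared were fitted, 52 genes differed between head and thorax, 30 between head and abdomen and 3 between thorax and abdomen. With the replicate number as a block they were 1, 52 and 86. Across tissues, deviations of same-numbered libraries labelled null had mean correlations of 0.172 (head and thorax), 0.0406 (head and abdomen) and 0.104 (thorax and abdomen). In controls these correlations were -0.0293, 0.032 and 0.00272. A block of genotype by replicate number, given with the alternatives below, lowered the count between thorax and abdomen further.

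Antimicrobial peptide genes were higher in libraries labelled null in all 3 tissues. Their median log2 fold change was 0.49 in head (21 of 25 genes higher, camera adjusted p 8.41e-05), 1.38 in thorax (27 of 28 higher, adjusted p 2.57e-11) and 1.80 in abdomen (23 of 24 higher, adjusted p 7.08e-24). With the replicate number as a block, where the check gave -0.357, antimicrobial peptides in abdomen had a median of 1.70 (adjusted p 3.72e-29). The single genes changed were 5 in head (AttA, AttB, AttD, Def and DptB), 12 in thorax and 8 in abdomen, and none was lower. Many of these calls were lost when one sample was left out. In head AttA, AttB and DptB lost the threshold in 6, 7 and 6 of 8 fits, and AttD and Def kept it. In thorax BomBc3, Dso1 and Dso2 lost it in 7 of 8, and Drs, AttA, AttB, BomT2 and CecA2 kept it. In abdomen BomS3, BomT2 and BomT3 lost it in 7 of 8, and Drs, Dso1, Dso2 and BomBc3 kept it. The remaining genes lost it in some fits. Drs rose with log2 fold changes of 3.19 in thorax (SE 0.475, adjusted p 0.00986) and 4.07 in abdomen (SE 0.231, adjusted p 0.000229). The direction held under each scaling. Under the fry test, the only alternative that changed a call of this set, the head set had an adjusted p of 0.10.

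**Figure D4:**
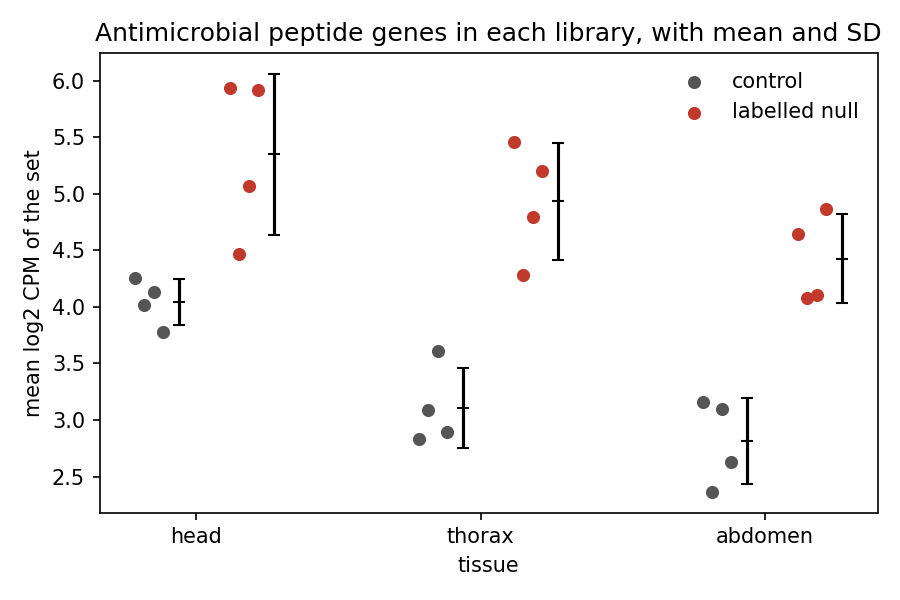
Mean log2 CPM of the antimicrobial peptide genes tested in each tissue (vertical axis) in each library of head, thorax and abdomen (horizontal axis), with control libraries in grey, libraries labelled null in red, and the mean and SD of 4 libraries as bars. The lowest library labelled null was above the highest control in head (4.47 against 4.26), thorax (4.28 against 3.61) and abdomen (4.08 against 3.16).

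For cytosolic ribosomal proteins in head, thorax and abdomen the genes had a median log2 fold change of 0.04 in head (adjusted p 0.0144), 0.17 in thorax (83 of 84 higher, adjusted p 3.32e-17) and 0.15 in abdomen (85 of 92 higher, adjusted p 3.33e-06). With the replicate number as a block, the check being -0.357, the abdomen median was 0.15 (adjusted p 3e-05). The mean log2 CPM of cytosolic ribosomal proteins in abdomen overlapped between genotypes, from 8.40 to 8.76 in controls and from 8.62 to 8.70 in libraries labelled null, and without control replicate 2 the median log2 fold change was 0.037. Ribosome biogenesis factors had medians of 0.09 in head (adjusted p 0.00429), 0.17 in thorax (adjusted p 2.85e-06) and 0.01 in abdomen (adjusted p 0.822, or 0.841 with the block), where the sign changed with library size alone (-0.12), a setting that moved the median of all genes in abdomen by -0.13. Glycolytic genes had medians of 0.10 in head (13 of 13 higher, adjusted p 0.000231), -0.02 in thorax (adjusted p 0.822) and 0.22 in abdomen (adjusted p 0.0120, or 0.0312 with the block). Tpi, Gapdh1, Gapdh2 and Eno were changed singly and higher in head, and in thorax Ldh was higher (log2 fold change 0.64) and Pfk lower (-0.24). The heat shock protein set did not pass the threshold in any tissue (adjusted p 0.612 in head, 0.694 in thorax and 0.119 in abdomen, or 0.164 in abdomen with the block). Single heat shock genes changed were Hsp23 (log2 fold change -0.33) and DnaJ-1 (-0.19) in head and Hsc70-4 (0.25) in thorax. For several of these sets other splits of the same 8 samples gave camera p-values as small. The 8 splits that separated all same-numbered samples included 5 such splits for ribosomal proteins in head, 6 for ribosomal proteins in abdomen, 4 for ribosome biogenesis in head and 3 for glycolysis in abdomen, the real split counted in each. The fry test left ribosomal proteins in head and abdomen, ribosome biogenesis in head and glycolysis in abdomen short of the threshold, with adjusted p of 0.505, 0.412, 0.117 and 0.272.

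DNA beside the deletion can differ between the lines, so changed genes within 1 Mb of Sirt6 were counted. In head 49 of 224 tested genes there were changed, 21.9% against a median of 11.3% for windows around random genes (p 0.0761). In thorax 48 of 228 were changed, 21.1% against 10.4% (p 0.0279). In abdomen 3 of 252 were changed (p 0.103), Ugt35B1, Ugt35C1 and CG4757, the latter 2 named after their values were seen. These are one-sided p-values from 10000 random centres. With a window of 0.5 Mb for changed genes near Sirt6 in head and changed genes near Sirt6 in thorax, the share was 29.3% in head (p 0.0161) and 18.9% in thorax (p 0.0838).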

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

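Chosen after the results were seen were the tests of Sirt6 (exchanged labels, depth, overlapping genes, pont, white and other neighbours), of infected pools, of gut tissue, and of marker covariates in the ribosomal protein set.

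Single libraries far from the other 3 of their group were sought in 160 groups of 4 values, and 8 were found, 5% where chance gives about 5%. They were thorax control replicate 2 for Sirt6 (0.501 on the log2 scale of CPM plus 0.1), abdomen control replicate 2 for Sirt4 (1.77), head control replicate 1 for Ugt35B1 (1.11), thorax control replicate 2 for betaTry (10.6), abdomen null replicate 3 for CG13895 (3.97), head null replicate 1 for Ipk1 (5.37), thorax null replicate 4 for the ribosome biogenesis score (4.04 mean log2 CPM) and thorax null replicate 1 for the testis marker score (0.61 mean log2 CPM, the others being between -0.82 and -0.61). Their number is what chance gives, and no biological explanation was tested for them.

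The change of Sirt6 differed between head and abdomen by 7.11 on the log2 scale, rising in heads labelled null and falling in the other tissues. If the head labels had been exchanged, genes changed alike in thorax and abdomen and lying more than 1 Mb from Sirt6 would move the opposite way in head; 29 of 31 moved the same way and 2 (tim and CG16772, named after their values were seen) the opposite way. Depth cannot account for the rise, since the mean depth of heads labelled null was 94.3% of that of control heads, and 0 genes had exons overlapping those of Sirt6. A candidate explanation is transcription started by sequence introduced at the deletion and active in head. The divergent neighbour pont, whose annotated start lies 273 bp from that of Sirt6, rose with a log2 fold change of 1.61 in head (SE 0.0623, edgeR adjusted p 1.53e-11) and was not changed in thorax or abdomen (adjusted p 0.621 and 0.473). The change of pont differed between head and abdomen (adjusted p 0.000552), and the difference between head and thorax did not pass the threshold (adjusted p 0.0689). The white gene, which many constructs carry as an eye marker and which is mutated in w1118, rose with a log2 fold change of 2.66 in head (SE 0.255, adjusted p 0.000661), and the adjusted p for a difference from the other tissues was 0.997 and 0.294. None of the 3 other tested genes within 20 kb changed in head (0 of 3, CG42795, CG3999 and Nuak, with adjusted p from 0.0725 to 0.677). The counts per gene do not show which part of Sirt6 the reads came from, so an inserted sequence cannot be told apart from a head-specific rise of the remaining transcript.

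Other changes also differed between tissues by the interaction test. The difference in log2 fold change between thorax and abdomen was 1.66 for CG11438, -3.31 for TwdlG, -3.32 for betaTry, -4.72 for LysD, -4.87 for LysB, -1.17 for CG14715 and -0.56 for CG13895. With only the 16 thorax and abdomen samples fitted, CG11438 and TwdlG passed the threshold and betaTry, LysD, LysB, CG14715 and CG13895 did not (adjusted p from 0.0800 to 0.280). The low control level of TwdlG in abdomen bounds its fall there, as given above. Between head and abdomen the difference in log2 fold change was 7.07 for lncRNA:CR46216, 3.26 for Or82a, -1.03 for Ipk1 and 2.18 for CG42246. These passed with the 16 samples of those tissues too. Between tissues the medians of gene sets differed too. For ribosomal proteins the difference was -0.10 between head and thorax and -0.12 between head and abdomen, and for antimicrobial peptides it was -0.38 and -0.88. For ribosome biogenesis it was 0.14 between thorax and abdomen and -0.025 between head and thorax, and for glycolysis -0.30 and 0.18. When the genotype labels were swapped within replicate numbers in 40 drawn arrangements, the real one included, as many genes differed in 7 of the 40 between head and thorax, in 2 between head and abdomen and in 2 between thorax and abdomen. Some of those arrangements kept the real labels in one tissue, which leaves its genotype change in the contrast. This count of arrangements therefore does not settle whether the numbers arose by chance, and no explanation specific to a tissue was tested for the single genes other than those given for Sirt6 and the Lys and trypsin genes.

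LysD, LysB and betaTry are expressed in the gut, and their fall in thoraces labelled null could come from less gut tissue in those samples. The other 19 gut markers tested in thorax had a median log2 fold change of 0.61, 5 of them being lower and 3 changed, none of the 3 lower. Less gut tissue is therefore not a sufficient explanation. Reads shared between copies of these genes, and a variant of the Lys cluster in one of the lines, were not tested, and the pattern cannot be told apart from them.

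Antimicrobial peptide genes were higher in libraries labelled null in all 3 tissues, with differences between tissues of -0.38 and -0.88 as given above. Splitting of reads between copies was tested by summing the counts of each gene family. The median log2 difference of the sums was 2.12 in head (8 of 10 families higher), 2.47 in thorax (10 of 11) and 1.90 in abdomen (9 of 10). These are medians over families and not over genes. Splitting of the counted reads between copies therefore does not account for the rise. Any reads left uncounted because copies share sequence could not be tested. Short transcripts were tested with 10000 random gene lists of like length and expression, of which 0 in head, 0 in thorax and 0 in abdomen had a median as high (p 1e-04 in each, the smallest these lists can give). The splits of the samples that part all same-numbered pairs gave a camera p as small in 3 of 8 in head, 2 of 8 in thorax and 1 of 8 in abdomen; no share under 0.125 is possible with 8. Infection or immune activation of single pools of flies would make libraries of one replicate number deviate together across tissues, if they came from the same flies. The titles do not say whether they did. Among libraries labelled null, the real numbering gave deviations as alike as in 6 of the 576 matchings of the replicate numbers across tissues (exact one-sided p 0.0104); among controls the exact one-sided p was 0.175. If same-numbered libraries came from the same flies, the first value would go with activation that varied between pools of null flies. The 3 tissues would then not be independent evidence of the rise. Whether that activation comes from the deletion or from differences in rearing or microbes between the lines cannot be told apart here, since the labels do not say how the flies of the 2 genotypes were reared relative to each other.

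Ribosomal protein genes had a positive median change in each tissue, smaller in head by the differences of -0.10 and -0.12. In abdomen much of the rise rested on control replicate 2, the lowest library, and the highest library was a control. Of 10000 random lists of like length and expression, 9118 had a median as high in head, so these are a sufficient explanation there. In thorax 3 lists were as high (p 4e-04), and in abdomen 79 were (p 0.00800). The middle list had a median of 0.057 in thorax and 0.094 in abdomen, against 0.17 and 0.15 for the set. Transcript length and expression could therefore account for part of the rise in these tissues, and few lists reached all of it. Across genes the log2 fold change had a Spearman correlation with gene length of -0.129 in head, -0.262 in thorax and 0.0931 in abdomen. With testis and accessory gland marker scores as covariates the median of cytosolic ribosomal proteins in thorax was 0.13 (adjusted p 1.07e-08) and that of cytosolic ribosomal proteins in abdomen was 0.019 (adjusted p 0.254, where the other alternatives gave from 2.23e-06 to 0.412), so carry-over of reproductive tissue is consistent with the abdomen result. In thorax the scores lowered the spread no more than some shuffled scores did (rank 7 of 100). The thorax median was still 0.137 without control replicate 4, which had the highest testis score there (2.64). Control replicates 2 and 3 and null replicates 3 and 4 of thorax had negative testis and gland scores. Their ribosomal protein scores were 9.15 and 9.10 in controls against 9.21 and 9.35 in libraries labelled null. These values and the median kept with the covariates argue against carry-over as the cause of the thorax rise. GC content was not tested, and the thorax result cannot be told apart from a GC bias.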

How the results depend on the processing

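Sirt6 in head, Sirt6 in thorax and Sirt6 in abdomen kept their direction under every alternative run, with log2 fold changes from 3.46 to 3.63 in head, from -1.69 to -1.27 in thorax and from -4.22 to -3.22 in abdomen across the 8 fits that each left out one sample. In thorax the adjusted p passed 0.05 without the low-count filter (log2 fold change -1.50, adjusted p 0.0579) and with the marker covariates (-1.47, adjusted p 0.0542); in abdomen it fell under 0.05 with DESeq2 (-3.67) and with all 24 samples in one model (-3.63). Of the fits that left out one sample, 2 of 8 lost the threshold in thorax, with an adjusted p of at most 0.0601. Over the other settings the adjusted p ranged from 0.00466 to 0.0579 in thorax and from 1.23e-05 to 0.568 in abdomen. The thorax filter of a mean of 50 counts removed Sirt6, as it did in abdomen.

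The numbers of genes changed in head, genes changed in thorax, genes changed in abdomen and genes changed in all 3 tissues moved by more than 1.5 times under some alternatives, and the cause was not tested. A test against a log2 fold change of 0.3 gave 163 in head, 217 in thorax and 11 shared by all 3 tissues. One model of all 24 samples gave 104, 430, 1217 and 52, for head, thorax, abdomen and all 3. DESeq2 gave 252 in abdomen, among them all 47 of the reported genes, and 98 shared. In head and thorax the check of pairing by replicate number gave a correlation of 0.0425 and 0.0222, and the replicate block gave 1065 and 822 changed genes. In abdomen, where the check gave -0.357, it gave 6 changed genes, and 2 shared. The marker covariates, chosen after seeing the data, gave 674 in thorax and 13 shared. Leaving out one sample gave from 794 to 1499 genes in head, from 569 to 1103 in thorax, from 23 to 38 in abdomen and from 10 to 27 shared. The share of higher among changed genes was 43.3% in head with library size alone against 55.2%, 52.0% in thorax against 61.1%, and 70.8% in abdomen against 80.9%. In thorax the share was 72.4% without the low-count filter.

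The split counts bear on these results. The split by genotype gave the most changed genes of the 8 splits that part all same-numbered samples (1 of 8 in head, in thorax, in abdomen and for genes shared by all 3). The remaining splits of the 35 leave some same-numbered samples together; the most they gave was 145 genes in head and 7 in thorax, and none gave as many as the split by genotype in any tissue. With 8 splits the share cannot fall under 0.125. For the genes near Sirt6 the 1 of 8 in each tissue only repeats the counts of changed genes and does not bear on their placement. For the gene sets the splits of 8 with a camera p as small were counted. In head the number was 5 for ribosomal proteins, 4 for ribosome biogenesis, 2 for glycolysis and 5 for heat shock proteins. In the same order it was 1, 2, 7 and 6 in thorax and 6, 7, 3 and 2 in abdomen. Among all 35 splits it was 20, 10, 4 and 20 in head and 4, 2, 34 and 28 in thorax. In abdomen it was 14, 33, 9 and 6 of the 35. For antimicrobial peptides it was 8 of 35 in head, 4 of 35 in thorax and 1 of 35 in abdomen.

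The numbers of genes whose change differs between head and thorax, genes whose change differs between head and abdomen and genes whose change differs between thorax and abdomen moved under most alternatives. Between head and thorax there were 5 with RLE factors, 5 with a mean of 50 counts, 1 with the replicate block, 1 with the genotype-by-replicate block, 32 with DESeq2, 52 with only the 16 samples of the tissues, and from 1 to 7 without one replicate. Between head and abdomen there were 323 with DESeq2, 30 with 16 samples, and from 24 to 41 without one replicate. Between thorax and abdomen there were 54 with RLE factors, 54 with a mean of 50 counts, 86 with the replicate block, 38 with the genotype-by-replicate block, 351 with DESeq2, 3 with 16 samples (CG11438, TwdlG and Herc4), and from 9 to 267 without one replicate. More positive in thorax were 11.7% of the 145 reported genes and 31.5% of those called with RLE factors.

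Antimicrobial peptides kept their direction under each alternative run, with medians from 0.41 to 0.98 in head, from 1.30 to 1.52 in thorax and from 1.42 to 1.95 in abdomen when one sample was left out. Under fry the adjusted p rose past 0.05 for antimicrobial peptides (median 0.49) and ribosome biogenesis (0.093) in head, ribosomal proteins in head (0.039) and abdomen (0.15) and glycolysis in abdomen (0.22). Ribosomal proteins in head also lost the threshold with library size alone (0.018), and ranged from 0.015 to 0.062 when one sample was left out, with 4 of 8 fits losing the threshold (adjusted p at most 0.405). In abdomen they ranged from 0.037 to 0.25 (adjusted p at most 0.0445). With the marker covariates, ribosomal proteins (0.019) and glycolysis (0.016) in abdomen lost it. Signs changed for ribosome biogenesis in abdomen with library size alone (-0.12), and for glycolysis (0.10) and heat shock proteins (0.00071) in thorax with the marker covariates. When one sample was left out they ranged from -0.086 to 0.085 for ribosome biogenesis in abdomen, from -0.076 to 0.038 for glycolysis in thorax, and for heat shock proteins from -0.078 to 0.0035 in head and from -0.082 to 0.00072 in thorax. For changed genes near Sirt6 in head and changed genes near Sirt6 in thorax, the share in a 0.5 Mb window was 29.3% in head (p 0.0161) and 18.9% in thorax (p 0.0838).

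Of 106 results for single named genes in a tissue, 38 kept their direction and side of the threshold in every fit. Across the settings other than leaving out a sample, 187 values lost the threshold, 2 gained it and 3 reversed: Sirt1 in thorax without the low-count filter (0.0011), and Sirt4 (0.079) and Ipk1 (0.093) in thorax with the marker covariates. When one sample was left out, 235 lost it, 1 gained it and 9 reversed, the ranges being from -0.050 to 0.023 for Sirt1 in thorax, from -0.021 to 0.16, -0.15 to 0.032 and -0.085 to 0.13 for Sirt4 in head, thorax and abdomen, and from -0.10 to 0.0084 for Ipk1 in thorax. Each of these reversals was of a change that did not pass the threshold. The spread in abdomen limits what it can show: 43.4% of simulated changes of 1 or 2 on the log2 scale were recovered there, against 96.5% in head.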

Other observations

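The tests with marker scores were chosen after results that bear on them had been seen.

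Changed genes stood next to each other on the chromosomes more often than random placement gives. In head 154 pairs of adjacent tested genes were changed in the same direction, where 1000 shuffles of the positions gave a mean of 75.1 (p 0.001, the smallest these shuffles can give). In thorax there were 130 pairs, with a mean of 62.96 and at most 86 (p 0.001). Pairs whose symbols share a stem, as members of one family do, were then left out, and 137 pairs stayed in head and 104 in thorax, against at most 99 and 86 in the shuffles. Similar names therefore do not account for the excess, although families of unlike names were not removed. Blocks of DNA that still differ between the lines are a candidate explanation. The 1 Mb window with the highest share of changed genes held 37.2% in head, on chromosome 3L from 1000001 to 2000000 (42 of 113 tested genes), above the highest window of nearly all shuffles (p 0.00400). In thorax it held 24.7%, on chromosome 3L from 1 to 1000000 (22 of 89 tested genes, p 0.198). Neighbouring genes can also be regulated together, and the counts carry no genotype of the flanking DNA, so the 2 explanations cannot be told apart.

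Abdomen samples of one genotype varied more than samples of the other tissues. After thinning every library to the depth of the shallowest the common coefficient of variation was 35.9% in abdomen, 6.42% in head and 15.3% in thorax, so depth does not account for it. Marker lists for testis and for accessory gland and ejaculatory tract were scored in each sample. With both scores as covariates the coefficient in abdomen fell from 36.9% to 25.5%, the second lowest among 100 arrangements of which 99 had the scores shuffled within genotype (rank 2 of 100). Scores of random gene lists of like size and expression were tried in the same way, with scores of the 20 testis and 27 gland markers that passed the filter. The marker scores left 25.4%, rank 1 of 100, while the 99 random pairs of lists left from 25.8% to 40.6%. The lowest random pair came close, and other lists of genes regulated together were not tried. Reproductive tissue left in the eviscerated abdomens in varying amounts is a candidate explanation, which these scores, taken from the same libraries, do not tell apart from other variation that moves the same genes. The testis score ranged from 4.38 to 5.38 mean log2 CPM in control abdomens and from 3.15 to 5.07 in abdomens labelled null. In thorax the coefficient fell from 17.3% to 11.9%, rank 7 of 100, so the fall there was not set apart from shuffled scores. Thorax control replicate 4 had a testis score of 2.64, where the other thorax samples were between -0.84 and 0.61.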
